A study of Homo sapiens with 10 samples. Its data were reported in "p53 induces transcriptional and translational programs to suppress cell proliferation and growth" (2013).

How the data were processed

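Gene expression was measured in BJ cells, human fibroblasts immortalised with telomerase, at 2, 4, 6 and 19 h of treatment with nutlin-3a and in an untreated control. Nutlin-3a blocks the binding of MDM2 to p53 and so raises p53 activity. Each of the 10 libraries was a group of its own, with 5 libraries of RNA-Seq on poly(A) RNA and 5 of Ribo-Seq, which sequences the mRNA fragments that ribosomes protect. Groups and times came from the sample labels.

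Per the study's methods, the authors aligned reads with Bowtie to a set of protein-coding transcripts with a single isoform per gene, from Ensembl release 65, and to the ribosomal RNAs. Only reads with a unique hit were kept, so reads shared by paralogs were lost, and processed pseudogenes were not part of the reference. The values that the authors deposited are FPKM, fragment numbers scaled to transcript length and library size, with 3 decimals. The 2 tables hold 5 columns each, with the same column names in both, and no per-sample column was left out. The assay of a table was taken from its name. A table named for Ribo-Seq alone was read as Ribo-Seq. The other table is named for both assays but holds a single column per time point, and it was read as RNA-Seq. Most replication-dependent histone transcripts, whose mRNAs lack a poly(A) tail, were low in that table and high in the other, and this was used as an added check of the assignment. Of 28 histone transcripts in both tables, 21 were below 1 FPKM in its control column, and 3 passed the filter below. The methods describe Ribo-Seq levels from reads in the coding sequence. The column names say total, and most transcripts whose length could be had from each table had the same length in both. Reads outside the coding sequence are therefore probably part of the Ribo-Seq values. The study's supplementary list gives the share of Ribo-Seq reads in the coding sequence for a control, 6 h and 19 h. If its control is the one used here, the reads recovered for the control and 19 h exceed that share. Those for 6 h do not. The share differs between these libraries and is not given for 2 or 4 h. Changes in Ribo-Seq values may thus include differences in reads outside the coding sequence, which was not tested. The study describes a batch effect of sequencing runs and used controls of the same run. The labels name no run for these libraries, so which of them shared a run was not used here.

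The RNA-Seq table lists 13279 transcripts and that of Ribo-Seq lists 11337, of which 11258 are in both, 2021 in the RNA-Seq table alone and 79 in the Ribo-Seq table alone. No value is 0. Values below 1 are present, so the floor of 1 FPKM that the study's methods state had not been applied to these tables.

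FPKM values are whole reads divided by a transcript's length and the library's total, and both were recovered from the spacing of the values. Lengths and reads were recovered for 11229 transcripts, 99.7% of those in both tables, and for 6991 of the 7015 tested genes. For 2096 transcripts a length could be had from each table separately, and it was the same in 85.4% of them. The recovered totals were 23845548, 26948196, 24433095, 27554275 and 26048856 reads in the RNA-Seq libraries of the control and of 2, 4, 6 and 19 h. They were 11763293, 11858495, 14460720, 10073088 and 7744896 reads in the Ribo-Seq libraries in the same order. Recovered reads gave the counting error of a log2 change, the square root of the sum of 1 over each read number, divided by the natural log of 2. They entered no test. PCR copies were not distinguishable, so these errors cover counting only.

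Values were floored at 1 FPKM and log2 ratios were taken to the control library of the same assay. Ribosome density is the Ribo-Seq value, and translational efficiency (TE) is log2 of the Ribo-Seq over the RNA-Seq value. Tested genes had at least 5 FPKM in at least 1 library of each assay. As every group held 1 library, no p-value was computed across genes. For a gene list, the median change was set against the medians of 10000 random lists of the same size matched on mean level in 20 bins. The shift is the list's median minus the median of the random lists. A list whose median lay outside the central 95% of the random lists is said to stand apart. This describes these libraries only and takes the place of the study's rank test against all other genes.

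There were 9 lists, written from general knowledge before the data were examined: ribosomal proteins, translation factors, mitochondrial ribosomal proteins, ribosome biogenesis, cell cycle, p53 targets, p53 targets that the study names, sterol biosynthesis and ATF4 targets. Of the 80 ribosomal protein genes 78 were tested. The tested and listed numbers were 46 of 49 translation factors, 72 of 76 mitochondrial ribosomal proteins, 98 of 104 ribosome biogenesis genes, 88 of 104 cell-cycle genes, 62 of 75 p53 targets, 23 of 24 p53 targets that the study names, 23 of 25 sterol biosynthesis genes and 28 of 30 ATF4 targets. The lists did not overlap, except that 23 genes of the study's p53 list were also on the longer p53 list. The study names 1 more, PAPP, a symbol that is not in the tables and was left out. The study named these genes from its nutlin-3a data, so their rise is not independent evidence. Immediate-early genes and translation factors with a 5' terminal oligopyrimidine tract were listed after the data were examined.

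A gene was called changed when its log2 ratio lay more than 1.75 local standard deviations from the local mean, in a window of 501 genes ordered by mean level. With a local cut-off, a similar share of genes is called whatever the size of the response. Correlations were taken across genes, which are not independent replicates. Time points share the control library, so the correlations between them were set beside the mean of 100 simulations of unchanged libraries with Poisson counting error. CDKN1A, MDM2, SESN1, SESN2, RPL34, RPL23, RPS23 and GAPDH were chosen to be named in advance. For RNA, the 5 largest rises and 5 largest falls at 19 h were named among genes with a mean of at least 10 FPKM, called in a single direction at 6 and 19 h, with density moving the same way at both times. For TE, the rule was the same, with a mean of at least 10 FPKM in both assays and no condition on density.

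The alternatives planned before the data were examined were a pseudocount of 1 or a floor of 5 FPKM, no filter or a mean of at least 20 FPKM in each assay, centring on the median gene, the 2 h library as baseline, unmatched random lists, a fixed 2-fold cut-off, a window of 201 genes, the local standard deviation of the 4 h against 2 h comparison, and correlations without the ribosomal protein list. Lists matched on level and length, and log2 ratios with the trend over transcript length removed, were chosen after seeing the data. Ribo-Seq values from a table of both assays could not be compared with those of the Ribo-Seq table, since each table holds a single assay.

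The scripts were tested on simulated data. Of 11258 simulated transcripts, lengths were recovered for 99.0%, and 96.1% of these were right. Among 6991 simulated genes, all 200 genes changed 4-fold and 0 of the others were called. A TE shift of -0.50 put into a list of 80 genes came out as -0.51, and 12 of 200 unchanged lists stood apart. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9 were used. No genome or annotation was used, so genomic positions and GC content are not reported.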

Results

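RNA-Seq and Ribo-Seq profiles of BJ fibroblasts were compared between an untreated control and cells kept on nutlin-3a for 2, 4, 6 or 19 h. The question was how p53 activation changes transcript levels and, separately, their translation. Every group consisted of 1 library, so no difference below has a replicate check, and the only errors given are counting errors. As recovered from the spacing of the FPKM values, the RNA-Seq libraries held between 23845548 and 27554275 reads and the Ribo-Seq libraries between 7744896 (19 h) and 14460720 (4 h). These are the totals that the FPKM values were scaled to, and they need not equal all mapped reads of a library. A tested transcript had a median of 1346 reads in the RNA-Seq control and 507 in the Ribo-Seq control, against 293 in the Ribo-Seq library of 19 h. At 19 h the median counting SE of a log2 change was 0.057 for RNA, 0.11 for ribosome density and 0.12 for TE.

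Among 7015 tested genes the median log2 change of RNA stayed between -0.074 at 4 h and -0.0024 at 6 h. Ribosome density shifted as a whole by 0.10 at 4 h and by -0.19 at 19 h, and TE by 0.18 at 4 h. Transcripts without recovered reads were not ranked by their share of reads. Among the others, the most abundant 2 in Ribo-Seq held 14.7% of the reads in the control and 4.56% at 4 h. Their smaller share alone raised all other Ribo-Seq values by 0.13, 0.16, 0.12 and 0.036 on the log2 scale at 2, 4, 6 and 19 h. Density and TE changes of single genes include this. List shifts below are relative to random lists matched on level, which carry these global shifts too. The spread of RNA changes across genes widened, from an SD of 0.24 at 2 h to 0.83 at 19 h. For density it went from 0.40 to 0.99. The sliding cut-off called 299, 421, 447 and 410 genes in RNA at 2, 4, 6 and 19 h. Of these, 259 were higher at 2 h and 288 at 4 h, whereas 314 were lower at 6 h and 291 at 19 h. These counts depended on the cut-off, and the local SD of the 4 h against 2 h comparison gave 2041 genes in RNA at 19 h. In density 430, 444, 487 and 438 genes were called, and in TE 480, 552, 502 and 528.

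The p53 targets show whether nutlin-3a activated p53 in these cells. Their RNA rose at every time. The median log2 change of 62 p53 targets was 0.19 at 2 h, 1.27 at 4 h, 1.496 at 6 h and 1.57 at 19 h. The corresponding shifts against the random lists were 0.24, 1.34, 1.49 and 1.64, and none of the 10000 random lists reached the list's median at any of the 4 times. At 19 h the alternative that moved this result most was the 2 h library as baseline, with a shift of 1.22. The 23 p53 targets that the study names had RNA shifts of 0.56, 1.83, 1.77 and 1.98. Their TE did not stand apart at any time, with shifts of -0.11 at 2 h and -0.062 at 4 h, but it did at both with a pseudocount (-0.19 and -0.13) or a floor of 5 FPKM (-0.21 and -0.15). At 2 h it also did among genes with a mean of at least 20 FPKM (-0.24) and against lists matched on level and length (-0.12), and at 6 h with the 2 h baseline, on the higher side (0.24). Ribosome density of the 62 p53 targets followed, with shifts of 0.14, 1.027, 1.48 and 1.59. The density value at 2 h did not stand apart with a floor of 5 FPKM (0.016) or with the length trend removed (0.068). TE of the 62 genes stood apart only at 4 h, with a shift of -0.13, and no longer did with the 2 h baseline (-0.0046) or among genes with a mean of at least 20 FPKM (-0.048).

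CDKN1A (ENSG00000124762), which encodes the p53-induced cell-cycle inhibitor p21, went from 68.6 FPKM in the RNA-Seq control to 212 at 2 h and 1316 at 19 h. This was a log2 change of 4.26 with a counting SE of 0.034 at 19 h. MDM2 (ENSG00000135679) rose from 14.9 to 259 FPKM, a log2 change of 4.13. The other large rises at 19 h were those of BTG2 (log2 change 4.66), GDF15 (at least 3.89) and TP53I3 (3.87). GDF15 was at 0.245 FPKM in the control, below the floor, and its RNA was highest at 4 h with 70.7 FPKM. Among the 271 genes that met the conditions for naming, these 5 rises and the 5 falls below were the largest. The ranking used values floored at 1 FPKM, so the true order of genes that reached the floor is not known.

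**Figure D1:**
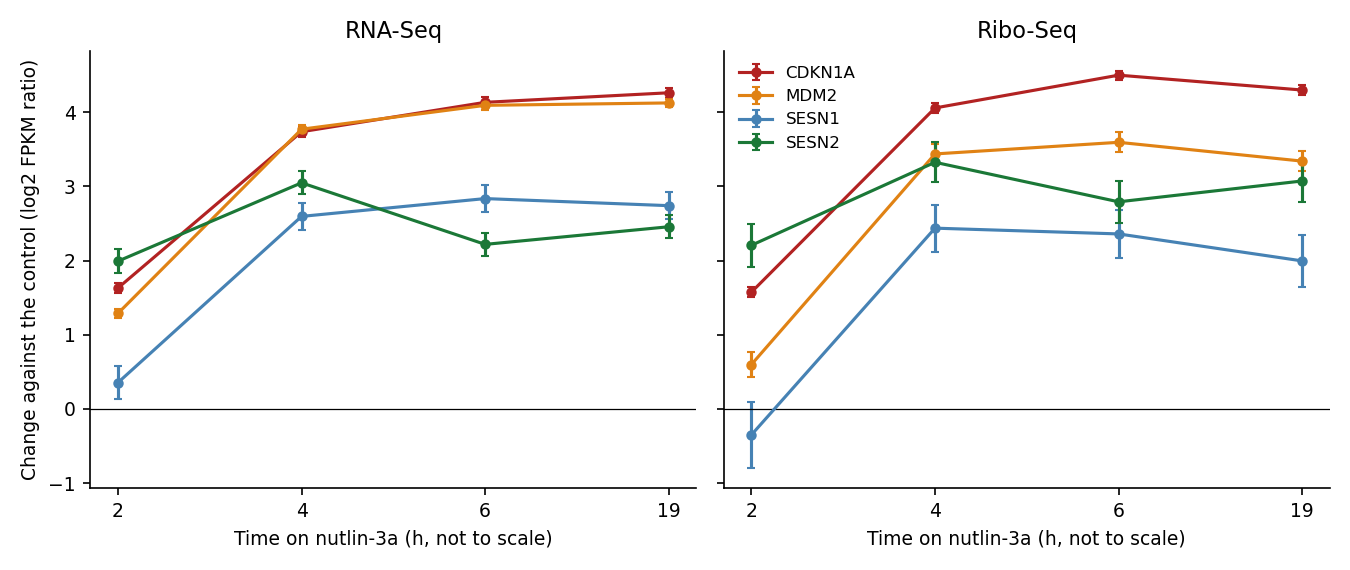
Log2 change of FPKM against the control (vertical axis) by time on nutlin-3a in h (horizontal axis, not to scale) for CDKN1A, MDM2, SESN1 and SESN2 in RNA-Seq (left) and Ribo-Seq (right). Each point is 1 library, bars are 95% counting intervals, and at 19 h RNA of CDKN1A stood at 4.26 and that of MDM2 at 4.13.

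Cell-cycle genes were examined because arrest follows p53 activation in proliferating cells. RNA of the 88 tested genes had a median log2 change of -0.13 at 2 h, -0.55 at 4 h, -2.67 at 6 h and -3.95 at 19 h. The shifts were -0.087, -0.46, -2.66 and -3.89, and none of the random lists was as low at any time. The size of the fall at 19 h is limited by the floor, since 31 of the 88 genes were below 1 FPKM in RNA and 39 in Ribo-Seq. With a floor of 5 FPKM, the alternative that moved it most, the shift was -2.35. Density fell alike, with shifts of -2.50 at 6 h and -3.38 at 19 h. TE of these genes did not stand apart at any time, and its shift at 19 h was 0.091. With a floor of 5 FPKM the TE shift at 4 h was 0.082 and did. At 19 h the floor sets the TE of many of these genes, so a TE change was not detectable there for them. The largest falls in RNA at 19 h were in MKI67, from 77.6 to 0.706 FPKM, RRM2, from 109 to 1.78 FPKM, CDC20, from 124 to 2.33 FPKM, CEP55, from 52.4 to 0.597 FPKM, and KIFC1, from 50.04 to 0.681 FPKM. MKI67, CEP55 and KIFC1 reached the floor, so their true log2 changes were at least as low as -6.28, -5.71 and -5.65. Those of RRM2 and CDC20 were -5.94 and -5.74.

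**Figure D2:**
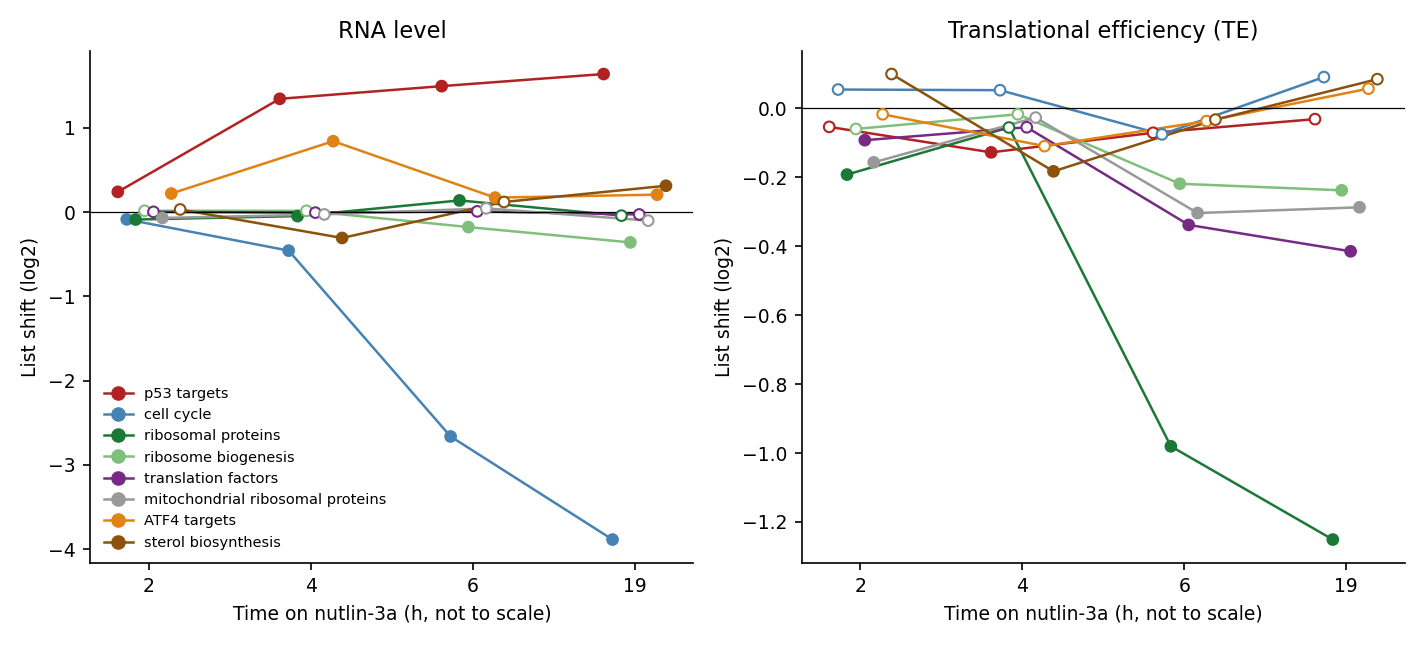
Shift of each gene list's median log2 change against level-matched random lists (vertical axis, log2) by time on nutlin-3a in h (horizontal axis, not to scale), for RNA (left) and TE (right), 1 library per assay and time. Filled points lie outside the central 95% of 10000 random lists and open points inside it, and at 19 h cell-cycle RNA was at -3.89 and ribosomal protein TE at -1.25.

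Whether changes in transcript level were carried over to ribosome density was assessed across genes. The Pearson correlation of RNA and density changes was 0.55 at 2 h, 0.72 at 4 h, 0.73 at 6 h and 0.84 at 19 h, with Spearman values of 0.38, 0.53, 0.51 and 0.72. Resampling genes 1000 times gave 95% ranges from 0.51 to 0.59 at 2 h and from 0.83 to 0.85 at 19 h. Restricting the genes to a mean of at least 20 FPKM moved the value at 4 h most, to 0.77.

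Changes at 6 and 19 h resembled each other. Their correlation across genes was 0.92 for RNA and 0.94 for density, where unchanged libraries that share the control gave 0.53 and 0.43. The value for unchanged libraries comes from counting error alone. The observed changes were mostly larger, with an RNA SD of 0.24 at 2 h against a median counting SE of 0.0543. Whether a pair lies above or below that value therefore does not show how alike its 2 times were. The other pairs lay on both sides of it. The highest of them were 4 and 6 h, with 0.58 against 0.52 for RNA and 0.58 against 0.50 for density, and the lowest was RNA at 2 and 6 h, with 0.14 against 0.53. The study compared each condition with a control of the same sequencing run, but the labels name no run for these libraries. Its supplementary list holds libraries of 6 and 19 h but none of 2 or 4 h, so the run of the latter is unknown. Each time held 1 library of an assay, so time and the handling of single libraries cannot be told apart.

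The central question of the comparison was translation of the translation machinery. RNA of the 78 ribosomal protein genes moved little, with shifts of -0.089, -0.048, 0.14 and -0.042. The first 3 of these stood apart. The fall at 4 h changed sign with the 2 h baseline (0.042) and with unmatched random lists (0.034). The rise at 6 h was 0.067 and did not stand apart once the trend over transcript length was removed, an alternative chosen after seeing the data. TE of the same genes had median log2 changes of -0.15, 0.14, -1.0002 and -1.32 at 2, 4, 6 and 19 h. The shifts were -0.19, -0.055, -0.98 and -1.25, and those of 2, 6 and 19 h lay below all 10000 random lists. At 4 h the median was inside the central 95%, and its shift became 0.16 with the 2 h baseline. At 6 and 19 h all 78 genes were lower in TE. The shift at 19 h ranged from -1.28 to -1.10 over all alternatives, with the 2 h baseline moving it most. Density carried the fall, with shifts of -0.82 at 6 h and -1.16 at 19 h. Transcripts of these genes were short, with a median length of 908 nt against 1384 nt in the random lists.

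RPL34 (ENSG00000109475), RPL23 (ENSG00000125691) and RPS23 (ENSG00000186468) had TE changes of -1.97, -1.38 and -1.89 at 19 h, with counting SEs of 0.059, 0.040 and 0.047. Each was called lower, though RPL34 and RPL23 were not called without a filter on low values. Their RNA changed by 0.031, -0.053 and -0.11, and those of RPL23 and RPS23 turned positive with the 2 h baseline. GAPDH (ENSG00000111640) changed by -0.14 in TE and was not called.

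**Figure D3:**
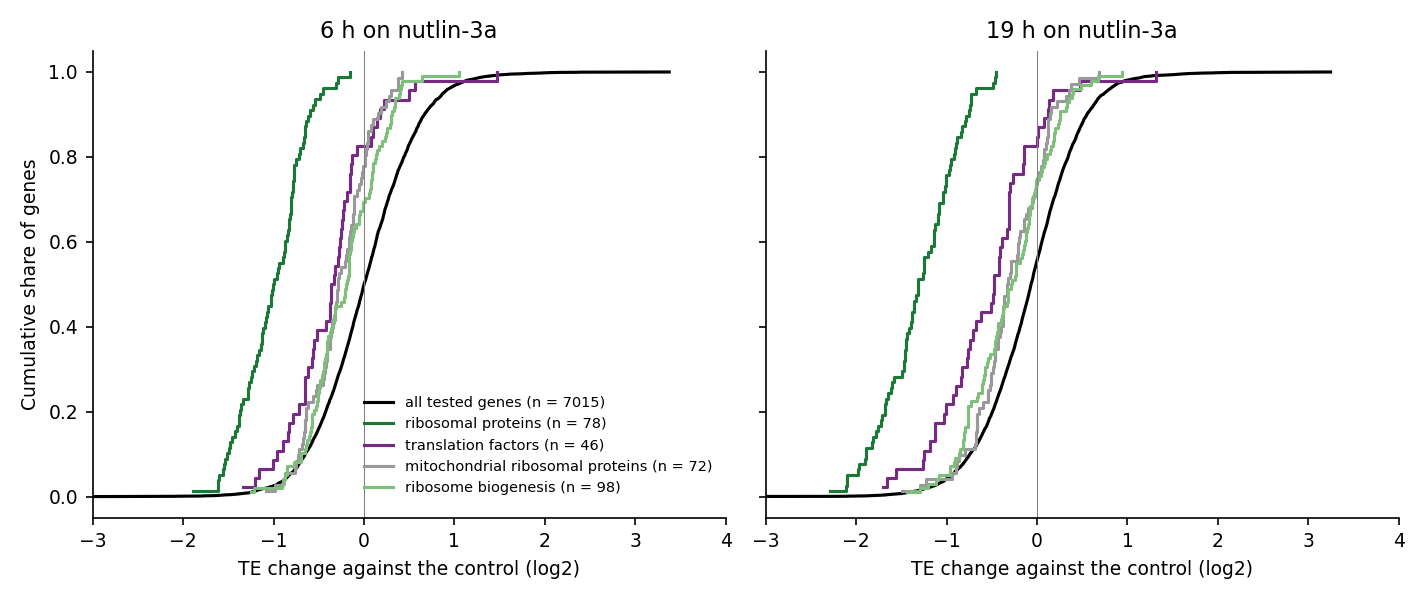
Cumulative share of genes (vertical axis) by log2 TE change against the control (horizontal axis) at 6 h (left) and 19 h (right), for all 7015 tested genes and 4 lists, 1 library per assay and time. The curve of the 78 ribosomal protein genes lies to the left, with medians of -1.0002 and -1.32.

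Other lists of the translation machinery fell less in TE. For translation factors the shift was -0.34 at 6 h and -0.41 at 19 h, for mitochondrial ribosomal proteins -0.30 and -0.29, and for ribosome biogenesis genes -0.22 and -0.24. All of these stood apart, except that ribosome biogenesis at 6 h no longer did among genes with a mean of at least 20 FPKM (-0.19). The same filter moved translation factors at 19 h most, to -0.51. At 19 h the shift of mitochondrial ribosomal proteins against the 2 h library was -0.096. TE shifts of these 3 lists at 2 h were -0.092, -0.16 and -0.059, of which the first 2 stood apart. That of translation factors no longer did without a filter (-0.057) or with unmatched random lists (-0.098). RNA of ribosome biogenesis genes fell as well, with shifts of -0.18 at 6 h and -0.36 at 19 h. Among genes with a mean of at least 20 FPKM these were -0.13, inside the central 95%, and -0.29. RNA of mitochondrial ribosomal proteins stood apart at 2 h, with a shift of -0.070, but not against lists matched on level and length (-0.018). RNA of translation factors and mitochondrial ribosomal proteins was inside the central 95% at 19 h, with shifts of -0.028 and -0.10. Without a filter the latter was -0.13 and stood apart.

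By the naming rule, which 196 genes met for TE, the largest TE falls at 19 h were in HIST1H2BK (-3.75), RPL26 (-2.29), RPL21 (-2.11), RPL30 (-2.10) and RPS15A (-2.10). RPL30 was not called without a filter on low values. HIST1H2BK had 20.5 FPKM of RNA-Seq and 782 FPKM of Ribo-Seq in the control, and any of its mRNA without a poly(A) tail was not captured in RNA-Seq. The largest rises were in PLEC (2.79), NES (2.65), COL7A1 (2.35), FLNC (2.33) and HSPG2 (2.32). At 2 h their TE changes were 2.31, 2.53, 1.95, 1.70 and 1.97, but at 4 h they were 1.07, 0.84, -0.11, 0.54 and 0.44, of which the last 3 were not called. Against the 2 h library NES, COL7A1 and HSPG2 were no longer called at 19 h, with changes of 0.12, 0.40 and 0.35. PLEC and FLNC stayed called, but their lowest changes over the alternatives run were 0.48 and 0.63. NES, COL7A1, FLNC and HSPG2 have transcripts of 5558, 9276, 9188 and 14327 nt, and no length was recovered for PLEC.

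Density changes against the control depended on transcript length in 3 of the 4 treated Ribo-Seq libraries. Per doubling of length, density changed by 0.15 at 2 h, -0.0025 at 4 h, 0.11 at 6 h and 0.16 at 19 h on the log2 scale. For RNA the slopes were 0.047, 0.016, -0.055 and 0.013. Among the 701 longest transcripts the median TE change was 0.19 at 2 h and 0.092 at 19 h, whereas among the 700 shortest it was -0.10 and -0.31. Against the 2 h library the density slopes were -0.15 at 4 h, -0.039 at 6 h and 0.013 at 19 h. The trend therefore set the control and 4 h libraries apart from those of 2, 6 and 19 h.

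**Figure D4:**
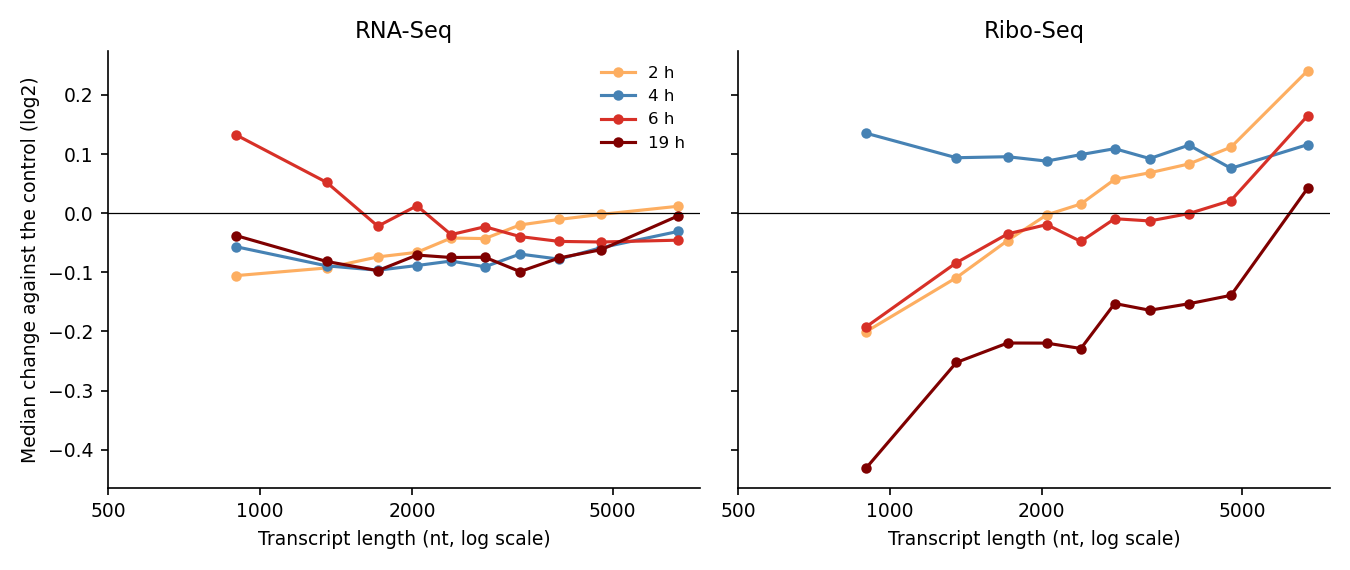
Median log2 change against the control (vertical axis) by transcript length in nt (horizontal axis, log scale) in RNA-Seq (left) and Ribo-Seq (right), with 1 line per library. Each point is the median of 1 of 10 length classes of 6991 genes, and in the longest class the Ribo-Seq median was 0.24 at 2 h and 0.042 at 19 h.

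ATF4 targets and sterol biosynthesis genes were included as lists that share no gene with the p53 targets. Whether p53 acts on them was not tested. RNA of ATF4 targets had shifts of 0.22, 0.84, 0.17 and 0.21 and stood apart at each time. With the 2 h baseline the rise at 4 h was 0.49, and the values at 6 and 19 h turned to -0.0056 and -0.096. Among genes with a mean of at least 20 FPKM the latter were 0.15 and 0.15 and did not stand apart. Their TE did not stand apart at any time, with a shift of 0.058 at 19 h, but did at 4 h against lists matched on level and length (-0.12). RNA of sterol biosynthesis genes had shifts of 0.031, -0.31, 0.12 and 0.31, of which those at 4 and 19 h stood apart. Among genes with a mean of at least 20 FPKM the value at 19 h was 0.18 and no longer did. Their TE stood apart at 4 h only, with a shift of -0.18, and not among those more abundant genes (-0.092).

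SESN1 and SESN2 encode sestrins, inhibitors of mTOR signalling that p53 induces. RNA of SESN1 (ENSG00000080546) was 1.28-fold the control at 2 h, 6.05-fold at 4 h, 7.14-fold at 6 h and 6.68-fold at 19 h. Its density was 0.785-fold, 5.42-fold, 5.13-fold and 3.99-fold, where the value at 2 h was within counting error of no change (log2 change -0.35, SE 0.23). SESN2 (ENSG00000130766) rose earlier in RNA, to 3.98-fold at 2 h, and stood at 8.27-fold, 4.65-fold and 5.49-fold at 4, 6 and 19 h. Density of SESN2 was 4.62-fold, 10.0-fold, 6.93-fold and 8.42-fold. The counting SE of the log2 change at 19 h was 0.091 for SESN1 RNA and 0.18 for its density, which rests on 91 reads in the control. With the 2 h baseline SESN2 RNA at 19 h was 1.38-fold and was no longer called. With a floor of 5 FPKM the log2 change of SESN1 RNA at 19 h was 2.18, against 2.74. These were the lowest values for RNA at 19 h over the alternatives run.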

Values the study reported

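The study reported 9,686 transcripts covered by at least 40 reads. Its comparison of the translation apparatus used 99 ribosomal protein genes and 120 genes of ribosome biogenesis. FPKM values of biological replicates from the same sequencer run correlated above 0.95, and Ribo-Seq replicates from different runs had r = 0.82.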

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

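In this part, the tests of length and of the control library for ribosomal protein RNA, and both tests of transcripts found in a single table, were chosen or altered only after the result was seen.

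RNA of ribosomal protein genes moved in opposite directions at 2 times, with a shift of -0.0885 at 2 h and 0.1381 at 6 h, each outside the central 95% of matched random lists. The difference between the times was not tested, as each rests on 1 library. Against the 2 h library the shift at 6 h was 0.2554, but values on opposite sides of 1 control fix this sign, so an unusual control library stays open for either time. Transcript length gave no clear answer. Against lists matched on level and length the shift at 6 h was 0.1202 and stood apart, but after removal of the length trend it was 0.067 and did not. The fall at 2 h stood apart in both, at -0.058 and -0.053. A length effect in the 6 h library therefore cannot be told apart from a rise of these mRNAs. A response to nutlin-3a and a difference between library preparations also stay open and were not tested.

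RNA of sterol biosynthesis genes was lower at 4 h, with a shift of -0.3072, and higher at 19 h, with a shift of 0.3123. This difference between times was not tested either. Neither transcript length nor an unusual control library accounted for it. Against lists matched on level and length the shift at 4 h was -0.2946 and still stood apart, as did that of 19 h at 0.34. With the 2 h library as baseline the shift at 4 h was -0.3335, which leaves little room for an unusual control. The list holds 23 tested genes, and the value at 19 h was inside the central 95% among genes with a mean of at least 20 FPKM. Density of the list at 4 h, from another library and compared after the result was seen, had a shift of -0.49. This lay below all 10000 random lists and argues against a deviation of the RNA-Seq library alone at 4 h. At 19 h the density shift of 0.35 was inside the central 95%, so the same cannot be said there. A change of sterol synthesis with time on nutlin-3a may be involved, as may the handling of single libraries, and neither was tested directly.

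Transcripts in a single table belong to no comparison above. Of the 79 in the Ribo-Seq table alone, 2 reached at least 5 FPKM and at least 2-fold the control at both 6 and 19 h. These were CXXC4, from 2.31 to 8.21 FPKM at 19 h, and FEZF2, from 4.06 to 10.7 FPKM, named after their values were seen. A general rise of low Ribo-Seq values cannot be told apart from a change of these transcripts. Among transcripts of both tables at 1 to 10 FPKM in the control, 3.3151% rose as much. Of the 10 such transcripts in the Ribo-Seq table alone, 20% did, with an exact 95% confidence interval from 2.52% to 55.6%. Of the 2021 transcripts in the RNA-Seq table alone, 1 rose as much, UCN2, from 3.65 to 13.97 FPKM at 19 h. Here too the background is in the same range, with 2.0286% of transcripts in both tables against 0.5% of 200, with an interval from 0.0127% to 2.75%. The small numbers keep both open, and no biological explanation was tested.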

How the results depend on the processing

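The settings that matched lists on level and length, or removed the trend over transcript length, were chosen after seeing the data. Ribo-Seq values from a table of both assays were not run, because each table holds a single assay.

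The p53 target and cell-cycle shifts in RNA kept their direction and stood apart at all 4 times under every alternative run for lists. At 19 h they ranged from 1.22 to 1.65 and from -3.95 to -2.35. Ribosomal protein TE did so at 2, 6 and 19 h, ranging from -1.28 to -1.10 at 19 h. At 4 h, where its shift of -0.055 was inside the central 95%, it stood apart among genes with a mean of at least 20 FPKM (-0.0686) and with the length trend removed (-0.0701), and it reversed to 0.1595 with the 2 h baseline. The cause was not tested for these or for the changes below, except where stated. For the 72 other list results, 630 alternative values were computed, of which 36 reversed, 14 came to stand apart and 14 ceased to.

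Reversals with the 2 h baseline were the most frequent. In RNA, ribosomal proteins were at 0.0418 at 4 h and 0.0770 at 19 h, translation factors at 0.0030, mitochondrial ribosomal proteins at 0.0408 and ribosome biogenesis at -0.0034 at 4 h, and ATF4 targets at -0.0056 at 6 h and -0.0961 at 19 h. Ribosomal protein density at 4 h was 0.2002. In TE at 4 h, mitochondrial ribosomal proteins were at 0.1338, ribosome biogenesis at 0.0664, cell cycle at -0.0381 and the study's p53 targets at 0.1549. TE of p53 targets was 0.0408 at 6 h and 0.0207 at 19 h, and at 19 h that of the study's p53 targets was 0.0881 and that of ATF4 targets -0.0083. Among the results that reversed with this baseline, ribosomal protein RNA at 4 h and ATF4 target RNA at 6 and 19 h stood apart against the control. The RNA changes of RPL23 and RPS23 at 19 h, which were not called, became 0.1088 and 0.0245 with this baseline, and RPL23 became 0.0142 with centring. All 12 sestrin folds moved by more than the 95% counting interval of the fold against the control, by as much as the 2 h library itself differed from the control. For SESN1 density that difference was within its own counting error. SESN1 RNA was 4.7276, 5.5838 and 5.2261-fold at 4, 6 and 19 h and its density 6.9035, 6.5416 and 5.0832-fold. SESN2 RNA was 2.0796, 1.1699 and 1.3794-fold and its density 2.1719, 1.5011 and 1.8240-fold.

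Genes with a mean of at least 20 FPKM in each assay numbered 2583, so fewer members of each list remained. RNA of ribosome biogenesis at 2 h was -0.0056 and of sterol biosynthesis at 6 h -0.2255, and cell-cycle density at 2 h was 0.0215. TE of ribosome biogenesis at 4 h was 0.0293, of cell-cycle genes at 19 h -0.0436, of p53 targets at 19 h 0.0797, and of ATF4 targets 0.0345 at 2 h and 0.0534 at 6 h. None of these stood apart in the main setting. The correlation of RNA and density changes was 0.7651 at 4 h and 0.6980 at 6 h. Fewer genes were called because fewer were tested. At 2, 4, 6 and 19 h there were 88, 126, 168 and 156 in RNA, 140, 130, 182 and 175 in density, and 145, 210, 174 and 200 in TE.

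Without a filter 11258 genes were tested, so more were called, with 471, 639 and 623 in RNA at 2, 4 and 19 h, 672 in density at 4 h, and 827, 905, 825 and 835 in TE. RNA of translation factors became -0.0014 at 2 h and -0.0293 at 6 h. The fixed 2-fold cut-off called 66, 147 and 673 genes in RNA at 2, 4 and 19 h, 158, 218, 933 and 1481 in density, and 84 and 70 in TE at 2 and 4 h. The higher share moved most at early times, in TE to 95.2% at 2 h and 87.1% at 4 h, against 58.8% and 55.1% with the sliding cut-off, and in density to 94.3% and 83.03%, against 67.2% and 65.5%. At 19 h it was 29.4% in density, against 40.9%, and 31.6% in TE, against 45.8%. With the local SD of the 4 h against 2 h comparison, whose spread is smaller than that of 6 and 19 h, 192, 1603 and 2041 genes were called in RNA at 2, 6 and 19 h, 1550 and 2182 in density at 6 and 19 h, and 277, 1511 and 1441 in TE at 4, 6 and 19 h. In RNA at 19 h 1132 of these 2041 were higher, against 119 of 410. Centring cannot change these calls, since the cut-off is local.

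With unmatched random lists, RNA of ribosomal proteins was 0.0341 at 4 h and 0.0366 at 19 h, RNA of translation factors -0.0005 at 2 h and 0.0373 at 4 h, and ribosomal protein density 0.0066 at 4 h. A floor of 5 FPKM put TE at 6 h at 0.0578 for cell-cycle genes and -0.0805 for the study's p53 targets. Lists matched on length gave RNA of mitochondrial ribosomal proteins at 6 h as -0.0180 and TE of ATF4 targets at 19 h as -0.0300, and removing the length trend gave the former as -0.0104. Of 265 values for 30 single-gene results, 7 were no longer called and 3 reversed.

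Depth limits the single genes most in the Ribo-Seq library of 19 h, where the median tested transcript had 293 reads. No paired analysis was possible because each group holds 1 library.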

Other observations

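In this part, the tests of read composition, the control library, batch and the oligopyrimidine tract, those of RNA and of a growing response for long transcripts, those of density for ATF4 targets, of handling for immediate-early genes and of histone RNA were chosen or altered only after the result was seen.

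TE of ribosomal protein mRNAs fell at 6 and 19 h. Several technical explanations left it in place. Against lists matched on level and length the shift at 19 h was -1.2113, so a trend with length is not the whole cause. A larger share of reads in a few abundant transcripts would lower all other values alike, including those of the random lists. The shift is blind to such a common factor, so the read shares do not test it. Among transcripts with recovered reads, those with at least 1% of the reads of any Ribo-Seq library held 14.7% in the control. They held less at 6 h (7.07%) and 19 h (12.55%). Transcripts without recovered reads were not ranked, so a larger share in these stays open. Counting error was far smaller than the fall, with a median SE of 0.0390 per member. With the 2 h library as baseline the shift was -1.0988, which argues against an unusual control. Reads shared by paralogs were left out in the same way in every library, and their effect was not tested. The effect of Ribo-Seq reads outside the coding sequence was not tested either. The study compared each condition with a control of the same sequencing run, which leaves less room for a run effect, but the labels here name no run. Shared handling of the 6 and 19 h libraries cannot be told apart from treatment time. The density changes at 6 and 19 h correlated at 0.9378 across genes, and no library of another preparation at these times was analysed here. A candidate explanation is that mRNAs with a 5' terminal oligopyrimidine tract lose ribosomes, a known effect of mTOR inhibition. At 19 h, 13 translation factors known to carry the tract had a median TE change of -1.03 and 33 others one of -0.34, a difference of -0.6887. Only 5 of 10000 random splits of the 46 factors gave a difference as low. RNA of the 33 others also stood apart at 19 h, with a shift of -0.16. The difference in TE was -0.46 at 6 h, -0.24 at 4 h and 0.12 at 2 h. The factors with the tract had somewhat shorter transcripts, with medians of 1988 and 2330 nt. Here, loss of ribosomes from these mRNAs is a hypothesis found and tested on the same libraries. The study reported other evidence from breast cancer cells treated with nutlin-3a. In these, RPL34 and RPL23 mRNA moved from polysomes to ribosome-free fractions, and GAPDH mRNA did not. Its profiling of those cells also gave lower translation of ribosomal protein mRNAs, and knockdown of both sestrins weakened the repression. None of that was re-analysed here.

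Ribosome density of long transcripts differed between Ribo-Seq libraries, and a single biological explanation was tested, a response that grows with time. At 2 h RNA explained a part at most. Its slope per doubling of length was 0.0470 against 0.15 for density, and TE still rose with length by 0.10. A rank correlation, used before the slope was chosen, pointed the other way, with 0.30 for RNA and 0.35 for density at 2 h. At 6 h the RNA slope was -0.0550 against 0.11, and at 19 h it was 0.013 against 0.16, so RNA changes are argued against there. Low read numbers are not the cause, since among 4421 transcripts with at least 200 reads in every library the TE change at 2 h correlated with length at 0.2715. A response that grows with time is argued against by the value at 4 h, -0.0679, below that of 2 h, 0.23. A transient response was not tested. Differences in how ribosomes were halted or footprints recovered in single libraries may produce such trends, but this was not tested. Against the 2 h library the density slope was -0.15 at 4 h, -0.039 at 6 h and 0.013 at 19 h. The unusual libraries may therefore be those of the control and 4 h as readily as those of 2, 6 and 19 h. Against the control, the TE rises of PLEC, NES, COL7A1, FLNC and HSPG2 at 19 h are far larger than the trend with length. That trend gave a median of 0.35 among the 100 longest transcripts, and -0.021 against the 2 h library. The cause of the rises was not tested.

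RNA of ATF4 targets rose at 4 h and returned most of the way by 6 h. A chance deviation of the RNA-Seq library is argued against by the list's density at 4 h, from another library, with a shift of 0.6775. Against lists matched on level and length the RNA shift was 0.8508. A transient stress response in the cells harvested at 4 h could give this, whether from nutlin-3a or from handling, and the design has no vehicle library that would separate them.

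A list of 32 immediate-early genes, written after the data were examined, had 24 tested genes, and 1 of the 32, IER5, is also on the p53 target list. Their RNA at 2 h had a shift of 1.0082, with 23 of the 24 genes higher. Density at 2 h had a shift of 1.5988, so a chance deviation of the RNA-Seq library is argued against. Handling of the cells when nutlin-3a was added cannot be told apart from an effect of the compound, as no vehicle library of 2 h was analysed here. The RNA shift was 0.46 at 4 h, -0.18 at 6 h and 0.033 at 19 h. TE of this list stood apart at all 4 times, with shifts of 0.39, 0.22, 0.54 and 0.52. The 2 h libraries therefore make an imperfect baseline.

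TE of replication-dependent histone genes fell at 6 and 19 h, but their RNA was hardly measured. In the table of Ribo-Seq values, 40 such transcripts had a median of 745 FPKM in the control and 26.7 FPKM at 19 h, a median log2 change of -4.54. The 28 that are in both tables had a median RNA of 0.597 FPKM in the control, and their median ratio of Ribo-Seq to RNA-Seq was 1264.72, against 0.830 for all tested genes. This is consistent with poly(A) selection leaving out mRNAs without a poly(A) tail, in which case the TE fall may only mirror a fall in mRNA as cells leave S phase. The low RNA values were also used to check which table is RNA-Seq, so they are no independent evidence of it.

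A single transcript, that of ZNF354B, held 13.2% of the Ribo-Seq reads in the control and 4.53%, 3.08%, 5.09% and 11.2% at 2, 4, 6 and 19 h, while its RNA was at most 1.74 FPKM. TMC5 held between 1.37% and 2.04% with RNA of at most 0.187 FPKM. Both were named after their values were seen, and no explanation was tested.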
